A study of Mus musculus with 28 samples. Its data were reported in "Sequence and parent-of-origin dependent m6A contribute to allele-specific gene expression" (2025).

How the data were processed

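N6-methyladenosine (m6A) was mapped by m6A-seq, in which fragmented RNA is immunoprecipitated (IP) with an antibody against m6A and sequenced beside untreated input RNA, so that methylated stretches of transcripts appear as peaks of IP reads. The samples were cerebellum and cerebrum of newborn (P0) and 7-day-old (P7) mice from reciprocal crosses of the inbred strains C57BL/6J (C57) and PWK/PhJ (PWK). F1i animals had a PWK mother and a C57 father, and F1r animals had a C57 mother and a PWK father. The 28 labelled samples were 14 IP libraries and their 14 inputs. Groups, sex and cross were taken from the sample labels. A peak list was used for each of the 14 IP libraries: 2 of P0 cerebellum, 4 of P7 cerebellum, 4 of P0 cerebrum and 4 of P7 cerebrum. Within every group each F1i library had an F1r library of the same sex, which gave 7 matched F1i-F1r pairs, 4 of males and 3 of females. The input libraries were not analysed here.

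Per the study's methods, fragments of each sample were tagged with a barcoded 3′ adapter, pooled, and put through repeated m6A IP, with part of the pool kept as input. The sample sheet of the study places all cerebellum libraries in a batch of their own and all cerebrum libraries in another, so tissue and batch could not be separated. The labels name polyadenylated RNA, while the methods name both mRNA and ribo-depleted RNA without assigning samples. Reads were demultiplexed with fastq-multx, trimmed with cutadapt, stripped of their molecular identifiers with fastp and aligned with hisat2 to an mm10 genome in which the sites that differ between C57 and PWK were masked. Properly paired reads were kept, PCR duplicates were removed with gencore, and the reads of each library were divided by transcript strand. Peaks were called by the authors with MACS2 on each strand, without a fragment model and with an extension of 80 nt. The calls were made per library, and replicates were not pooled. Which library served as the control of each call is not stated.

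Each deposited peak carries the authors' own values from MACS2. The score column of the deposited lists is 10 times the −log10 q as a whole number, and was not used. The ratio the authors give per peak is the fold enrichment of the IP pileup over the local background at the summit. The authors' significance values are the −log10 p and the −log10 q of each peak, and the lowest −log10 q of a list lay between 1.30 and 1.41. These values belong to the list they come from, so they were used to describe, rank or filter peaks inside a list, and lists were compared by the presence of peaks. The lists hold no read counts or library totals. Dividing out the MACS2 formulas for fold and p returned a whole-number pileup for 99.9% to 100% of the peaks of a library, along with the local background. The lowest background of a list is its genome-wide mean, which is proportional to the depth of the IP library if the IP pileup was left unscaled, as the whole numbers show. Relative depth is this background divided by its mean over the 14 libraries. It ranged from 0.560 to 1.57, and absolute depth is unknown, so no counting interval was attached to single peaks.

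Coordinates are those of mm10 (GRCm38), 1-based. All 280967 peaks lay within the 22 assembled chromosomes of the GRCm38.p6 reference, and 0 ended past a chromosome end. Gene parts came from the GENCODE annotation of that reference (release M21), which may differ in detail from the release used by the authors. A summit on the strand of a gene was assigned, in this order, to a 3′UTR or the 200 nt on either side of a stop codon along the genome, a 5′UTR, coding sequence, a non-coding exon, an intron, or none of these (intergenic). A region took the part of the summit of its strongest peak. The motif GGAC, the commonest form of the DRACH consensus of m6A, was sought on the peak's strand with its A within 25 nt of the summit, and in windows shifted by 300 nt to both sides as background. The motif search used the C57 reference sequence.

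Peaks of all 14 lists that overlapped by at least 1 bp on a strand were merged into regions. A library had a region if any of its peaks lay in it. The similarity of libraries was the Jaccard index, the regions called in both divided by the regions called in either. Differences between tissues, between ages in cerebrum and between matched pairs were tested by exact permutation of the library labels, by exact sign flips over the 7 pairs, or by exact exchange of the cross labels inside pairs. Presence of each region was tested against tissue with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 24722 regions called in some but not all libraries, at an adjusted p of 0.05. In 4 against 4 libraries, and in 7 pairs, a test per region cannot pass such a correction, so exclusive regions (called in all 4 libraries of an age or sex and in 0 of the other 4) and cross-directed regions (called in only the F1i or only the F1r library in at least 5 of 7 pairs, and the other way round in 0) were counted and compared with the counts from the other splits of the libraries. Recurrence was the share of regions called in more than 3 libraries, with a 95% Wilson interval that covers counting error only.

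Regions named in the text followed a rule fixed before the data were examined, as were the tests and the processing alternatives other than those said to be added. For tissue these are the 5 regions per direction that passed the test, were called in every library of a tissue and in 0 of the other, overlapped exactly 1 annotated gene, and had the highest mean percentile of −log10 q inside their lists. For age and sex they are the 3 per direction by the same ranking among exclusive regions, and for cross the 3 per direction with the most pairs, ties by the ranking. A region that met the rule for age is not reported here. Gene lists fixed beforehand were 6 genes for sex (Xist, Tsix and 4 Y-linked genes), 8 for cerebrum, 8 for cerebellum and 35 genes known to be imprinted, that is, expressed from the allele of 1 parent. The imprinted list is only part of such genes, and regions were matched to it on the strand of the gene.

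The alternatives were stricter peaks (−log10 q of at least 5), equal list sizes (16687 peaks per list, by −log10 q), regions from windows of 50 nt on each side of the summits, strand ignored, a region counted only if a library's peaks covered at least 50% of it, overlap in bases, subsets by age, sex or chromosome, other motif or stop codon definitions, 4 in place of 5 pairs, and each library left out in turn, together with its partner for paired results. Alternatives added after the data had been seen were thinning to equal depth (each pileup drawn from a binomial distribution at the relative depth of the shallowest library, seed 11, and peaks kept if they still reached the lowest p of their own list), summits in annotated exons, both of these together for the number of peaks, adjustment over regions able to reach a p of 0.05, autosomes only for the cross results, pairs of libraries of the same age for the similarity by sex, and leaving out libraries whose sex label was in doubt.

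Merging was checked against bedtools 2.31.1, which gave the same start and end for 100% of the 33937 regions. On simulated presence calls for the tissue test with 5000 of the 33937 regions changed, 84.48% of the changed regions were called and 0.892% of the calls were unchanged regions. With only 200 changed regions 0% were called. In the real data the smallest p of a region, 0.000333, passes the correction over 24722 tests only when at least 165 regions reach it, so a small number of changed regions can go uncalled. In simulations with 200 changed regions, the age rule found 73.5% of them with 105 unchanged regions, and the cross rule found 97% with 92 unchanged regions, so counts from these rules include chance calls. Calls were simulated independently per library, without tissue, age or pair effects. Other splits of the real data gave at most 77 regions by the age rule, and other exchanges at most 19 by the cross rule. The simulated numbers thus overstate the chance calls in these data. Simulated pileups were recovered in 100% of 5000 peaks. Computations used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.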

Results

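The m6A-seq libraries of reciprocal C57 × PWK hybrids allow m6A peaks of the early postnatal brain to be compared by tissue, age, sex and the direction of the cross. The 14 IP libraries comprised 6 of cerebellum (2 at P0, both labelled male, and 4 at P7) and 8 of cerebrum (4 at P0 and 4 at P7), and the P7 cerebellum and both cerebrum groups each held a male and a female F1i-F1r pair. A total of 280967 peaks was called, from 16687 in the P0 cerebellum male F1i library to 26208 in the P0 cerebrum female F1i library. The peaks merged into 33937 regions with a median width of 216 nt. Relative depth, set to a mean of 1 over all libraries, was 0.900 ± 0.219 (SD, n = 6) in cerebellum and 1.07 ± 0.264 (SD, n = 8) in cerebrum, and this difference of 0.175 did not exceed the spread between libraries (two-sided exact permutation test, p = 0.221). In cerebrum the mean relative depth of P7 minus P0 libraries was -0.338 (two-sided exact permutation test, p = 0.0571). No pair of lists was near-identical, and the highest Jaccard index between any pair of libraries was 0.811.

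The sex labels were examined with genes of the sex chromosomes. Xist, the long non-coding RNA of the inactive X chromosome (chromosome X, 103460366 to 103483254, minus strand), carried 7 peaks in both P0 cerebrum female libraries, 6 in the P7 cerebrum female F1i library and 4 in both cerebellum female libraries. In the P7 cerebrum F1r library labelled male, Xist also carried 7 peaks, with a depth-scaled pileup at its top peak of 93.0% of the mean of the P0 cerebrum females, and the 4 Y-linked genes carried 0 peaks. In the P7 cerebrum F1r library labelled female, Xist carried 3 peaks with a depth-scaled pileup of 0.624% of that mean, and the Y-linked gene Kdm5d (chromosome Y, 897788 to 956786) carried 1 peak. These values contradict both labels. The libraries are called the P7 cerebrum F1r libraries labelled male and labelled female throughout, and every comparison by sex in cerebrum carries this limit. Ddx3y had a peak in 2 libraries, Uty in 3 and Kdm5d in 6, while Eif2s3y and Tsix had a peak in 0 libraries. The male cerebellum libraries P0 F1r and P7 F1i also had 0 peaks in Y-linked genes, so absence of such peaks did not by itself mark a female.

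Genes listed for each tissue were used to examine the tissue labels. All 8 genes of the cerebrum list had a peak in all 8 cerebrum libraries, against a mean of 3.13 of the 6 cerebellum libraries per gene. Of the 8 genes of the cerebellum list, 7 had a peak in some library, with a mean per gene of 4.5 of the 6 cerebellum libraries and 2.88 of the 8 cerebrum libraries. En2 had a peak in all 6 cerebellum libraries and 0 cerebrum libraries, and Emx1 in all 8 cerebrum libraries and 0 cerebellum libraries. These 2 genes were singled out after their values were seen.

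More peaks were called in cerebrum than in cerebellum. The mean was 21931 ± 2709 (SD, n = 8) in cerebrum and 17587 ± 835 (SD, n = 6) in cerebellum, a difference of 4344 peaks (two-sided exact permutation test, p = 0.00366; adjusted p = 0.0110 over 3 tests on the number of peaks). All cerebellum libraries were prepared in a separate batch, so tissue and batch cannot be told apart in this and every other tissue comparison. Among the alternatives, thinning to equal depth together with restriction to summits in annotated exons moved the difference most, to 1653 peaks (exact permutation p = 0.000333, the smallest possible). Summits in annotated exons alone gave 1989 peaks (exact permutation p = 0.00266), and P7 libraries alone 1842 peaks (p = 0.0286, the smallest an exact test of 4 against 4 libraries can give). Within cerebrum, P0 libraries had 24316 ± 1283 peaks (SD, n = 4) and P7 libraries 19546 ± 553 (SD, n = 4), so that the number fell by 4770 from P0 to P7 (two-sided exact permutation test, p = 0.0286, the smallest possible; adjusted p = 0.0429). All 4 P0 libraries exceeded all 4 P7 libraries, and all of them were in the cerebrum batch. In cerebellum the means were 17355 ± 944 (SD, n = 2) at P0 and 17703 ± 901 (SD, n = 4) at P7. The change with age in cerebrum minus that in cerebellum was -5119 peaks and did not pass the threshold (two-sided exact permutation of tissue labels within ages, p = 0.109; adjusted p = 0.566 over 18 tests of differences between effects).

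**Figure D1:**
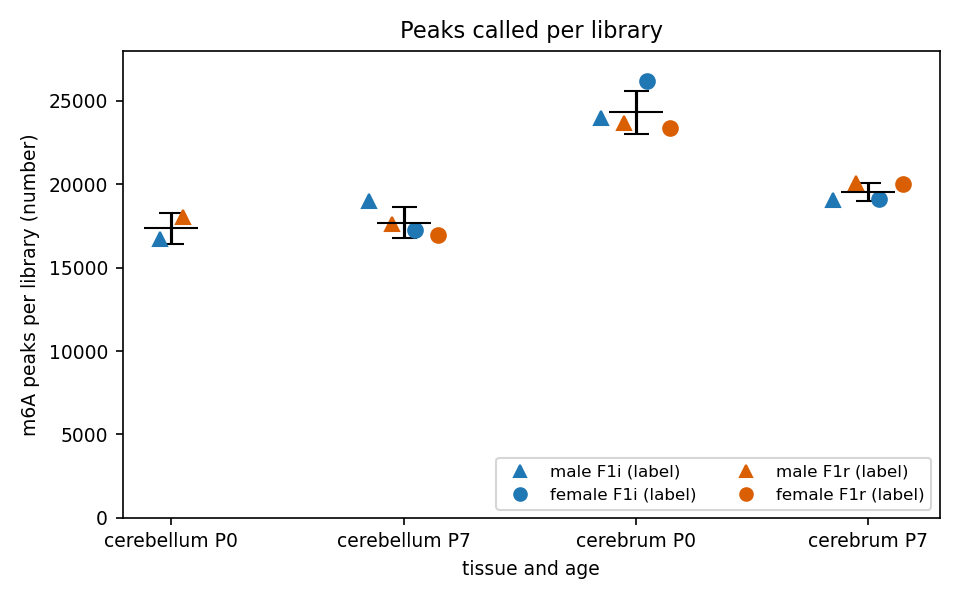
Number of m6A peaks called per library (y axis) by tissue and age (x axis), with points for single libraries (triangles labelled male, circles labelled female; blue F1i, orange F1r) and bars for the mean ± SD of each group (n = 2, 4, 4 and 4). The 4 P0 cerebrum libraries lie between 23396 and 26208 peaks, above all other libraries.

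No shift in the number of peaks with the direction of the cross was detected. Over the 7 matched pairs the mean F1r minus F1i difference was -219.6 peaks with an SD of 1489 between pairs (two-sided exact sign-flip permutation test, p = 0.734; adjusted p = 0.734), and F1r had more peaks in 3 of the 7 pairs. Leaving out the P0 cerebrum female pair, whose difference was -2812, turned the mean to 212.5 (p = 0.656 by exact permutation).

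The sets of regions were compared by tissue, by age in cerebrum, by labelled sex and by cross. Pairs of libraries from the same tissue had a mean Jaccard index of 0.713, and pairs from different tissues 0.563, a difference of 0.150 (one-sided exact permutation test, p = 0.000333, the smallest possible; adjusted p = 0.00133 over 4 similarity tests). The alternative that moved it most, counting a region only where a library's peaks covered at least 50% of it, gave 0.183. In cerebrum, libraries of the same age had a mean index of 0.782 and libraries of different ages 0.661, a difference of 0.121 (one-sided exact permutation test over 35 splits, p = 0.0286, the smallest possible). After adjustment over the 4 similarity tests this p was 0.0571, which did not pass the threshold. In cerebellum, where age was not tested, P7 libraries had a mean index of 0.730 with each other (0.683 to 0.797) and of 0.695 with P0 libraries (0.686 to 0.717), so that the ranges overlapped, while the 2 P0 libraries had an index of 0.770 with each other. In cerebrum, libraries labelled with the same sex had a mean index of 0.700 and those labelled with different sexes 0.723 (difference -0.0228, one-sided exact permutation test, p = 0.943; adjusted p = 0.943), a comparison limited by the 2 labels in doubt. It also carries the difference between the ages, and over pairs of the same age only, an alternative added after the data had been seen, the means were 0.778 and 0.784 (difference -0.00586, one-sided exact permutation within ages, p = 0.889), with 9 arrangements of the labels, too few for a p under 0.05. In P7 cerebellum the mean was 0.756 over the 2 pairs of libraries of the same sex, which are the matched pairs, and 0.717 over the 4 of different sexes (0.683 to 0.749), a difference that was not tested. By cross, inside tissues and across different matched pairs, the same-cross index exceeded the other by 0.00246 (one-sided exact permutation over 64 exchanges, p = 0.156; adjusted p = 0.208).

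**Figure D2:**
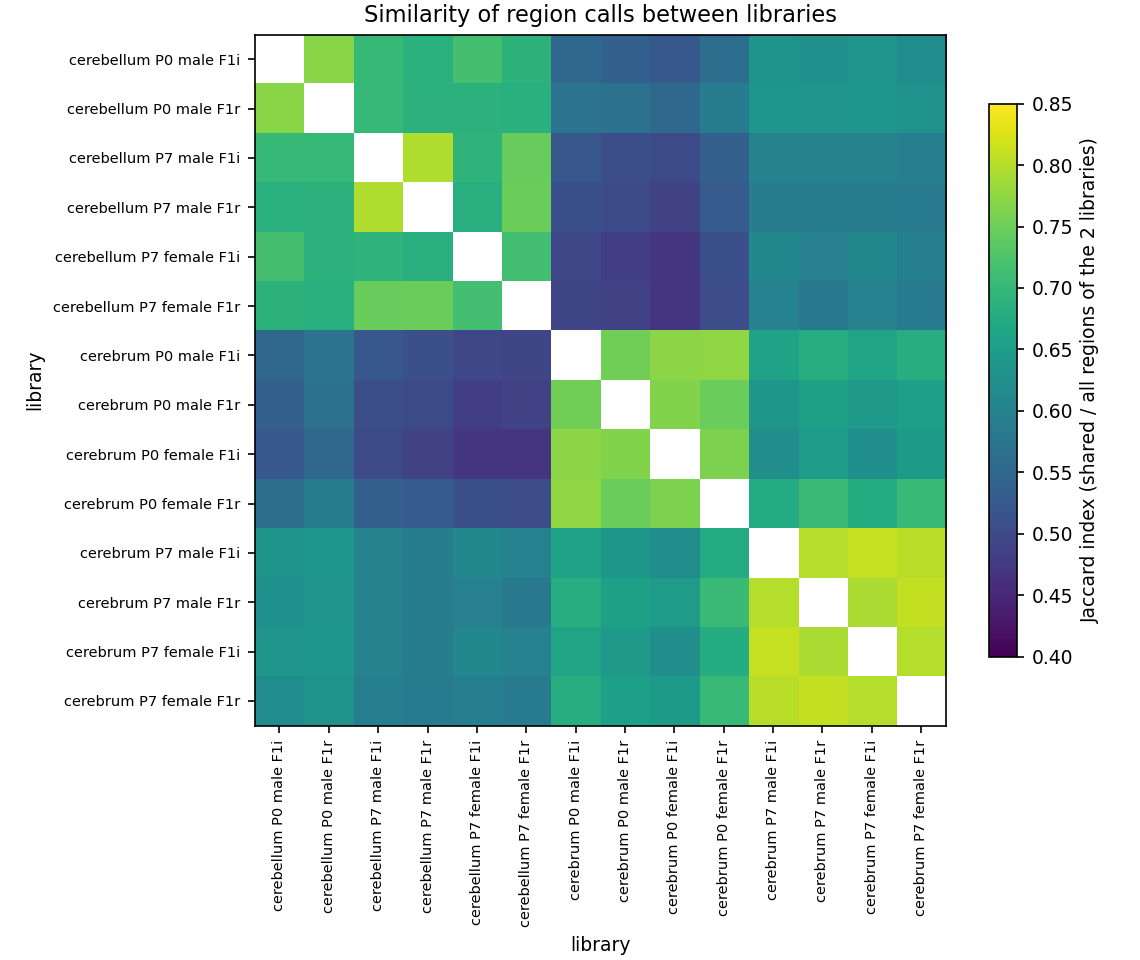
Jaccard index of region calls (colour scale, shared regions divided by all regions of the 2 libraries) for each pair of the 14 libraries, which are listed on both axes by tissue, age, labelled sex and cross. The lowest values, down to 0.468, are between cerebellum and cerebrum, and the highest, up to 0.811, are among P7 cerebrum libraries.

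Peak summits lay mostly at the 3′ ends of transcripts and in coding sequence. In cerebellum 47.6% ± 1.99 (SD, n = 6) of summits were in a 3′UTR or within 200 nt of a stop codon and 32.9% ± 1.02 in coding sequence, and in cerebrum 42.5% ± 3.21 (SD, n = 8) and 30.6% ± 2.33. The 3′UTR and stop codon share differed by -5.08 percentage points, cerebrum minus cerebellum (two-sided exact permutation test, p = 0.00666). Among summits in annotated exons the difference shrank to -1.05 points (two-sided exact permutation p = 0.0879). Among libraries labelled male, which include the P7 cerebrum F1r library whose label is in doubt, it was -4.10 points (two-sided exact permutation p = 0.0571). Neither passed the threshold, but the second compared only 4 against 4 libraries, where the smallest possible p is 0.0286. The intronic share of summits was 14.3% ± 1.70 (SD, n = 4) in P0 cerebrum, 7.56% ± 0.53 (SD, n = 4) in P7 cerebrum, 5.54% ± 0.253 (SD, n = 2) in P0 cerebellum and 4.64% ± 0.533 (SD, n = 4) in P7 cerebellum. In cerebrum it changed by -6.69 points from P0 to P7 (two-sided exact permutation test, p = 0.0286, the smallest possible).

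**Figure D3:**
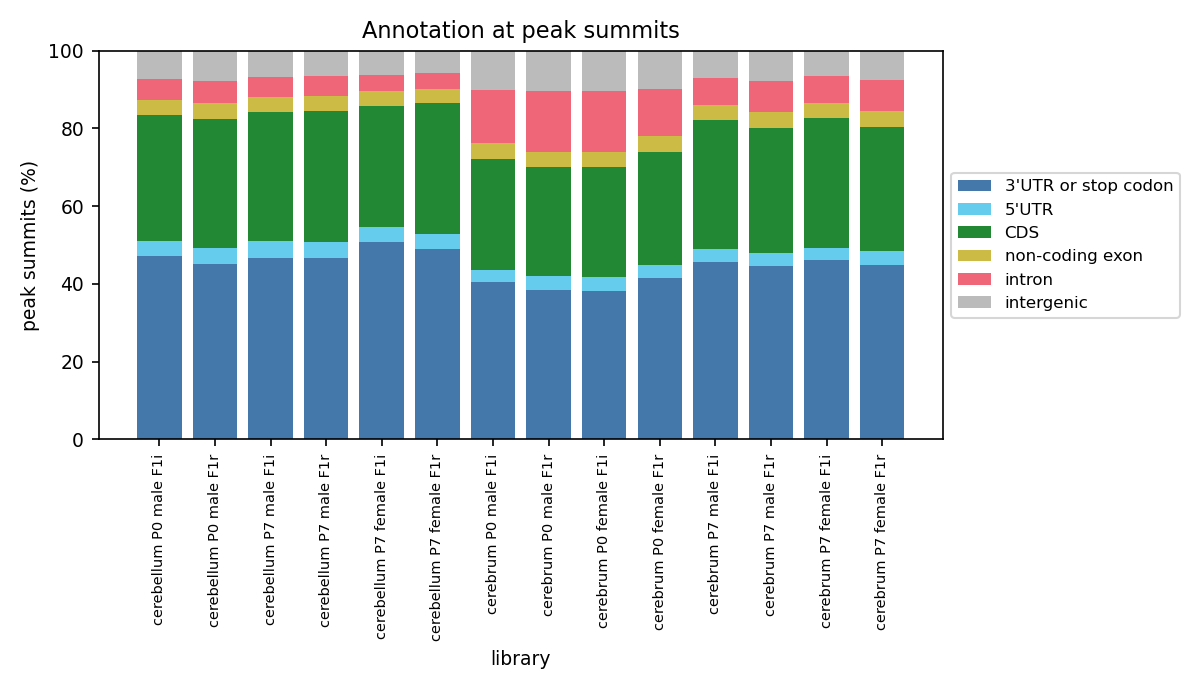
Share of peak summits (y axis, %) in each part of the gene annotation for each library (x axis), as stacked bars that sum to all summits of the library. Intronic summits range from 4.06% to 8.04% of a library outside P0 cerebrum and from 12.2% to 15.7% in P0 cerebrum.

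The motif GGAC was enriched at summits in every library. Over the 14 libraries, 48.0% ± 4.36 (SD, n = 14) of summits had a GGAC with its A within 25 nt, against 16.9% ± 0.558 in windows 300 nt away, a difference of 31.1 percentage points (two-sided sign-flip permutation test, p = 0.000122, the smallest possible). A window of 50 nt moved it to 33.3 points, and any DRACH motif to 28.6 points. The share at summits was 52.6% ± 1.26 (SD, n = 6) in cerebellum and 44.5% ± 1.22 (SD, n = 8) in cerebrum. This comparison was added after the values had been seen, and its difference of -8.16 points exceeded the spread between libraries (two-sided exact permutation test, p = 0.000333, the smallest possible).

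**Figure D4:**
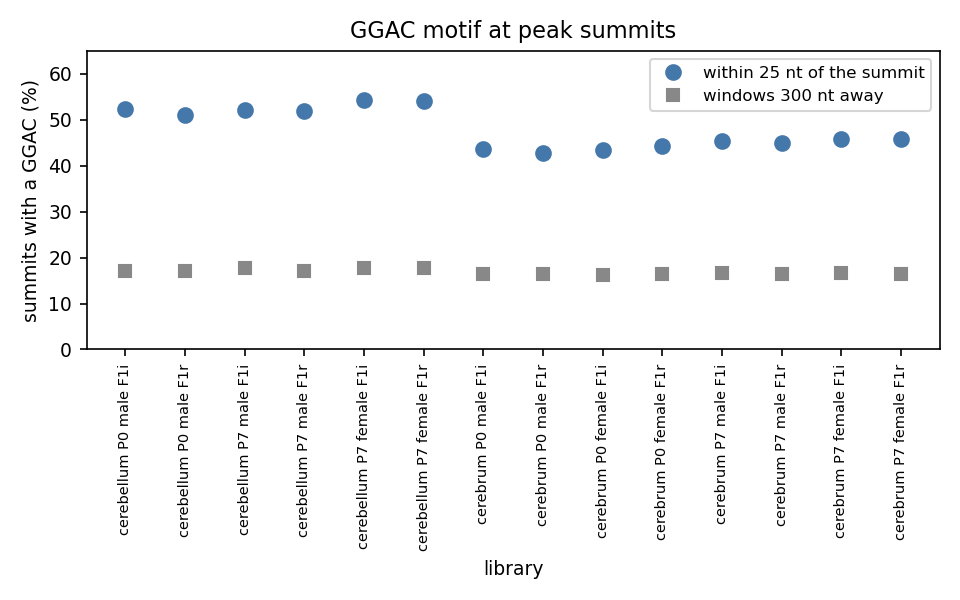
Share of summits (y axis, %) with a GGAC whose A lies within 25 nt of the summit (circles) and in windows 300 nt to either side (squares) for each library (x axis). All 6 cerebellum libraries have at least 51.1% at the summit and all 8 cerebrum libraries at most 45.9%.

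Most regions recurred between libraries. Of the 33937 regions, 22024 or 64.9% were called in more than 3 of the 14 libraries (95% Wilson interval 64.4% to 65.4%), 9215 or 27.2% in all 14, and 6148 or 18.1% in a single library. Of the regions called in all 14 libraries, 55.5% were in a 3′UTR or near a stop codon and 2.45% were intronic.

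Presence of 2386 regions differed between the tissues by Fisher's exact test (Benjamini-Hochberg adjusted p of at most 0.0483), out of 24722 tested. The share of libraries with the region was higher in cerebrum for 1923 of them and in cerebellum for 463. A total of 4662 regions had an unadjusted p under 0.05. In the P7 libraries alone, 4 against 4, 0 regions passed the correction and 2525 had an unadjusted p under 0.05, and in the libraries labelled male, the doubtful one included, these counts were 0 and 1855. Among the 1923 regions 29.7% were in a 3′UTR or near a stop codon and 19.5% were intronic, and among the 463 these shares were 31.7% and 8.42%. Leaving out any of the 6 cerebellum libraries lowered the 2386 to between 1300, without the P7 female F1r library, and 1478, without the P0 male F1r library. A stricter rule, presence in every library of a tissue and in 0 of the other, held for 1248 regions, 1012 of cerebrum and 236 of cerebellum.

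The named tissue regions were all called in every library of a tissue and in 0 of the other (Fisher's exact p = 0.000333, the smallest possible; adjusted p = 0.00660). The 5 of cerebrum were in an exon of the small nuclear RNA gene Gm25405 (chromosome 7, 104423301 to 104423451, plus strand), an intron of the antisense gene Dlx1as (chromosome 2, 71531655 to 71532726, minus strand), the coding sequence of Nr3c2 (chromosome 8, 76909570 to 76909901, plus strand), the coding sequence of Rtn4 (chromosome 11, 29707929 to 29708397, plus strand) and an intron of Rbfox1 (chromosome 16, 6257124 to 6259337, plus strand). Their mean percentile of −log10 q inside the lists, as the authors give it, ran from 87.5 for Rbfox1 to 95.6 for Gm25405. The Dlx1as region lost its call when strand was ignored and the Rbfox1 region when peaks had to cover at least 50% of it. The 5 of cerebellum were in an intron of Ptms (chromosome 6, 124914845 to 124914976, minus strand), the coding sequence of Ptma (chromosome 1, 86529463 to 86529605, plus strand) and the 5′UTRs of Gap43 (chromosome 16, 42340418 to 42340607, minus strand), Ybx1 (chromosome 4, 119294340 to 119294500, minus strand) and Atp5g3 (chromosome 2, 73911193 to 73911300, minus strand), with mean percentiles from 92.9 for Atp5g3 to 98.2 for Ptms. These are peaks of IP signal, and the expression of the genes in the inputs was not analysed here.

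In cerebrum 1598 regions were called in all 4 libraries of an age and in 0 of the other, 1448 of P0 and 150 of P7. Over the 35 ways to split the 8 libraries, the real one included, the median was 20 such regions. With equal list sizes the count was 744, with 441 of P0 and 303 of P7. The named P0 regions were in the 3′UTR or near the stop codon of Btg1 (chromosome 10, 96619755 to 96620053, plus strand), in an intron of Tbr1 (chromosome 2, 61805360 to 61805547, plus strand) and in an intron of Ncam1 (chromosome 9, 49613341 to 49613886, minus strand), and all 3 were called in 0 cerebellum libraries. The P7 regions reported here were in the 3′UTR or near the stop codon of Gpr37l1 (chromosome 1, 135160920 to 135161271, minus strand), which was also called in 5 cerebellum libraries, and in the 5′UTR of Chn1 (chromosome 2, 73660164 to 73660363, minus strand), called in 3 cerebellum libraries.

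By labelled sex, 14 regions in cerebrum were called in all 4 libraries of a sex and in 0 of the other, 4 of those labelled male and 10 of those labelled female, below the median of 20 over the 35 splits of the libraries. With the 2 labels in doubt, no direction by sex can be drawn from them. The named regions of libraries labelled male were in the 3′UTR or near the stop codon of Bdp1 (chromosome 13, 100019994 to 100020175, minus strand) and 4930523C07Rik (chromosome 1, 160075462 to 160075653, plus strand) and in a non-coding exon of 5930412G12Rik (chromosome 5, 128594733 to 128594925, minus strand), and of libraries labelled female in the 3′UTR or near the stop codon of Tbx2 (chromosome 11, 85840828 to 85841014, plus strand) and Zdhhc9 (chromosome X, 48173269 to 48173626, minus strand) and in a non-coding exon of Pvt1 (chromosome 15, 62107290 to 62107454, plus strand). Their mean percentiles of −log10 q ran from 14.9 to 30.7, that is, they were among the weaker peaks of their lists. Leaving out any of the 8 libraries raised the count, to between 29 without the P7 male F1i library and 49 without the P7 female F1i library, and without both doubtful libraries 79 regions met the rule.

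Cross-directed regions numbered 22, 12 called in F1r and 10 in F1i, against a median of 8 over the 64 exchanges of the cross labels inside pairs, the real one included. Both libraries with a doubtful sex label are F1r, so their cross is not in question, but the sex matching of their pairs is. Leaving out any of the 7 pairs lowered the count, to between 7 without the P0 cerebrum male pair and 14 without the P7 cerebellum male pair. An intronic region of the long non-coding RNA gene A230057D06Rik (chromosome 7, 61913892 to 61914231, minus strand) was called in the F1r and not in the F1i library of all 7 pairs, and another intronic region of this gene (chromosome 7, 61752908 to 61753260, minus strand) in the F1i library only in 5 pairs. A region in the 3′UTR or near a stop codon of Trappc9 (chromosome 15, 72800606 to 72800868, minus strand) was called only in F1r in 6 pairs, and a region that overlapped the antisense gene Gm14286 with its strongest summit outside annotated genes (chromosome 2, 157544140 to 157544389, minus strand) in 5 pairs. For F1i, regions in the 3′UTR or near a stop codon of Rasgrf1 (chromosome 9, 89914755 to 89914988, plus strand) and Zkscan2 (chromosome 7, 123475538 to 123475902, minus strand) were called only in F1i in 6 pairs each. With a minimum cover of 50%, the F1r only minus F1i only share of the 7 pairs became 14.3% for Trappc9, -28.6% for Rasgrf1 and -14.3% for Zkscan2, so these calls depended on the cover required.

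The fixed list of imprinted genes was included because reciprocal crosses exchange the parental origin of each allele. Of its 35 genes 30 had a peak in some library and 21 in all 14 libraries. The number of libraries with a peak could differ between F1i and F1r only for the 9 genes with a peak in some but not all libraries. It was the same for 4 of these, and the largest difference was 2 of 7 libraries. The genes held 120 regions, of which 2 met the cross rule: the Trappc9 region and a coding region of Peg3 (chromosome 7, 6710046 to 6710288, minus strand), called only in F1r in 5 pairs. Peg3 is outside the rule for named regions and was chosen after its values were seen. Stx16 had 1 region, in its 3′UTR or near its stop codon (chromosome 2, 174096964 to 174097277, plus strand), called in all 14 libraries. Cobl had regions in its 3′UTR or near its stop codon (chromosome 11, 12237416 to 12238001, minus strand) in 13 libraries and in its coding sequence (chromosome 11, 12253250 to 12253844) in 12 libraries, and 0 of its regions were cross-directed. Presence calls do not measure allelic methylation, which was not analysed here.

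Regions on the X chromosome were compared inside matched pairs, since an F1i male carries a PWK X chromosome and an F1r male a C57 X chromosome, while females of both crosses carry both. The share of regions called in only 1 library of a pair was taken on X minus on autosomes. It was 9.07 percentage points in the P0 cerebellum male pair, 9.34 in the P7 cerebellum male pair, 10.0 in the P0 cerebrum male pair and 3.37 in the P7 cerebrum pair labelled male. In the pairs labelled female it was 2.26 in P7 cerebellum, -1.88 in P0 cerebrum and 4.95 in P7 cerebrum. The mean of pairs labelled male exceeded that of pairs labelled female by 6.17 points, which did not pass the threshold (one-sided exact permutation test over 35 splits, p = 0.0571). It was 3.49 points with equal list sizes (p = 0.114 by exact permutation) and 4.01 points without the P0 cerebrum female pair. Leaving out both P7 cerebrum pairs, whose F1r sex labels are in doubt, moved it most, to 9.31 points. This alternative was added after the data had been seen.

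**Figure D5:**
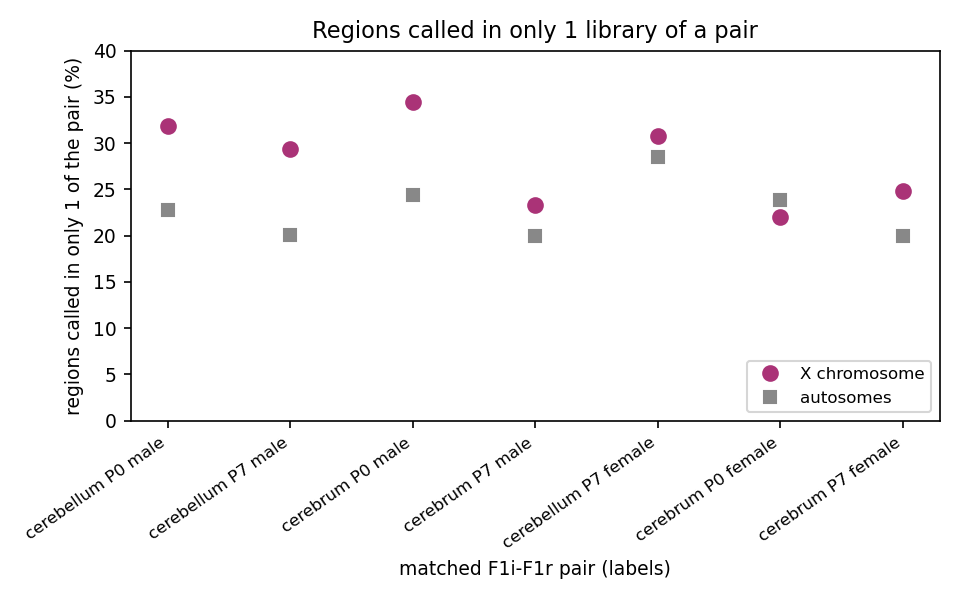
Share of regions called in only 1 library of each matched F1i-F1r pair (y axis, %) on the X chromosome (circles) and on autosomes (squares), by pair as labelled (x axis). The X share exceeds the autosomal share by 9.07 to 10.0 points in 3 male pairs and by 3.37 points in the P7 cerebrum pair labelled male.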

Values the study reported

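The study combined its m6A-seq peaks with base-resolution m6A sites from another assay and reported 74,753 high-confidence m6A sites. About 32% of these, 23,654 sites, had allelic levels that could be detected in some sample. More than 91% of the high-confidence sites were reported as detected in more than 3 samples.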

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

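The alternatives with thinning to equal depth, with summits in annotated exons, with both together, with adjustment over regions able to reach a p of 0.05, with autosomes only for cross, with pairs of the same age only for similarity by sex, and without libraries or pairs of P7 cerebrum whose sex label was in doubt were tests chosen only after the results were seen, and all others were planned.

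The difference in the number of peaks between tissues, the difference with age in cerebrum, the similarity by tissue and by age, and the GGAC enrichment kept their direction and stayed past the threshold of 0.05, before adjustment for several tests, under every alternative run for them. Stricter peaks gave 4129 more peaks in cerebrum, and the 14 fits that each left out 1 library from 3733 to 4756. Summits in annotated exons gave 1989, thinning to equal depth 3522, and both together 1653 for tissue and -846 for age in cerebrum, against 4344 and -4770. The age difference in similarity ran from 0.0788 with equal list sizes to 0.145 with a minimum cover of 50%. For age in cerebrum, and for tissue at P7 or in libraries labelled male, the p of 0.0286 is the smallest that exact permutation can give. The similarity by sex and by cross stayed on the other side of the threshold under every alternative. That by sex was -0.00586 over pairs of the same age, where the labels have too few arrangements to pass it. That by cross, 0.00246, moved to 0.000597 without the P7 cerebellum female pair. Without the P0 cerebrum male pair it was 0.00603 (exact permutation p = 0.0625). The lack of a pair block in the test of peaks by cross left its value at -219.6 (p = 0.837 by exact permutation), and leaving out pairs gave -478.7 to 212.5. The positive value came without the P0 cerebrum female pair, and the mean thus lay within the differences of single pairs.

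The number of regions that differ between tissues depended on what was counted. It was 1248 for presence in every library of a tissue and in 0 of the other, 3696 when the adjustment covered only regions able to reach a p of 0.05, and from 1300 to 2690 across the 14 fits that each left out 1 library. Leaving out any of the 6 cerebellum libraries lowered it to between 1300 (without the P7 female F1r library) and 1478 (without the P0 F1r library). In P7 libraries only, and in libraries labelled male only, it was 0, with 2525 and 1855 regions at an unadjusted p under 0.05; there the smallest p of 4 against 4 libraries is too large for the correction, so these counts of 0 follow from the number of libraries. Equal list sizes split the calls into 1128 for cerebrum and 750 for cerebellum, against 1923 and 463 with all peaks, because the longer cerebrum lists were shortened. They also split the cross-directed regions into 15 for F1r and 4 for F1i, against 12 and 10, and the sex-exclusive regions into 6 for libraries labelled male and 4 for those labelled female, against 4 and 10.

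The 3′UTR and stop codon share by tissue was weaker in libraries labelled male only, the doubtful P7 cerebrum F1r library included (-4.10 points, p = 0.0571) and among summits in annotated exons (-1.05 points, p = 0.0879, both by exact permutation). The second shows that most of the difference came from the larger share of intronic and intergenic summits in cerebrum. The first compared only 4 against 4 libraries, and the cause of its smaller difference was not tested. Against -5.08 points in the main result, it was also smaller with equal list sizes (-2.51 points, exact permutation p = 0.0143). In P7 libraries only it was -2.90 points (p = 0.0286), and for the 3′UTR alone -3.56 points (p = 0.0176, both by exact permutation). The X-linked difference between pairs labelled male and female, 6.17 points, fell to 3.49 points with equal list sizes (exact permutation p = 0.114) and passed the threshold only with a minimum cover of 50% (7.84 points, exact permutation p = 0.0286, the smallest possible), and the cause was not tested. Leaving out pairs moved it from 4.01 without the P0 cerebrum female pair to 7.77 without the P7 cerebrum pair labelled female.

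Counts from the exclusive and directed rules moved more. Age-exclusive regions fell to 744 with equal list sizes, which removed the weakest peaks of the longer P0 lists, and to 1040 after thinning to equal depth, and rose to between 1732 and 2282 when a library was left out, since 3 libraries of an age then suffice. For the same reason sex-exclusive regions rose to between 29 (without the P7 male F1i library) and 49 (without the P7 female F1i library). They were 34 with summit regions, 22 after thinning and 79 without both P7 F1r libraries. Cross-directed regions were 43 with summit regions and 134 with at least 4 pairs in place of 5. The 134 were 92 for F1r and 42 for F1i, against 12 and 10 with at least 5 pairs. The count was 7 to 14 when a pair was left out. Each pair left out lowered it by over 1.5 times, because 5 of the remaining 6 pairs were then required. For summit regions and for thinning the cause was not tested.

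Recurrence was 65.6% with stricter peaks, 68.7% with equal list sizes, 58.1% with summit regions, 57.7% with a minimum cover of 50%, 27.2% when all 14 libraries had to call a region, and 61.5% to 64.6% across the 14 fits that each left out 1 library. The stricter rule for all 14 libraries and the smaller number of libraries lower the share by construction, and for the others the cause was not tested.

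Of 460 values of the 28 regions that met the naming rule under the alternatives, 439 kept their direction and call or moved little, 2 were weaker, 19 moved and 0 reversed, and these changes fell on 13 regions. The weaker ones were the Dlx1as region with strand ignored and the Rbfox1 region with a minimum cover of 50%. The tissue, age and sex regions were picked as called in all libraries of a group and in 0 of the other. For them, leaving out a library returned the same difference by construction, so many of the unchanged values say nothing about robustness. Depth is known only in relative terms, so a region without a peak in a library may lie below the calling limit there, and thinning to equal depth, which left 2190 tissue-differential regions, bears only on differences in depth between libraries.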

Other observations

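The tests of exchange of labels by X-linked discordance, of histone genes, of the intronic share and GGAC share after thinning, of GGAC in regions of all libraries, of background peaks in exons, and the splits for tissue, age, sex and cross regions were set before their results were seen, and the tests of female RNA, of depth, exons, both together and batch for the number of peaks, of the imprinted list, of X-linked cross-directed regions, of weak Xist peaks, of the mitochondrial peaks and of age by tissue after thinning were chosen only after the result was seen.

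The Xist and Y-linked peaks of the P7 cerebrum F1r libraries contradict both sex labels, in opposite directions, which a single wrong label would not give. If the 2 libraries had been exchanged, the male F1i library paired with the F1r library labelled female would be a true male pair, with a raised share of discordant X-linked regions. That pairing gave 6.89 percentage points of X-linked minus autosomal discordance, above the 3.37 points of the pairing by label. It stayed below the 9.07 to 10.0 points of the other male pairs, and the 2 F1r libraries compared with each other gave 5.31 points. After an exchange, the female F1i library and the F1r library labelled male would be a true female pair. They gave 3.31 points, below the 4.95 points of the pair labelled female. The 2 F1i libraries, labelled male and female, gave 3.66 points, so these pairings separate the sexes only in part. Added RNA from a female as the cause in both libraries is argued against, since it cannot lower Xist, while the library labelled female had 0.624% of the Xist level of the P0 cerebrum females and the P7 cerebrum female F1i library 70.7%. An exchange of the samples or of the lists is a candidate explanation that these values are consistent with, and where it happened was not tested. A small Xist peak was also seen in all 4 cerebrum libraries with low Xist, at 0.348% to 0.624% of the female level. Reads misassigned between the libraries of a pool may give such a level, but true low expression in males would look the same, and the 2 cannot be told apart because no unpooled library was analysed here.

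The larger number of peaks in cerebrum was weighed against depth and against intronic and intergenic peaks. After thinning to equal depth the difference was 3522 peaks (exact permutation p = 0.00133), among summits in annotated exons 1989 peaks (p = 0.00266), and with both together 1653 peaks (p = 0.000333, the smallest possible), against 4344 peaks without either. Intronic and intergenic peaks thus held most of the difference, and depth as measured here together with them does not account for all of it. The batches that held libraries of both tissues numbered 0, so a difference between library batches and a difference between tissues cannot be told apart. The fall from P0 to P7 in cerebrum was -3032 peaks after thinning and -1711 peaks among summits in annotated exons (both p = 0.0286 by exact permutation, the smallest possible). With both together it was -846 peaks, against -4770 without either (exact permutation p = 0.0286, the smallest possible). Depth and intronic and intergenic peaks thus held most of the fall but not all of it by this test, and for the rest a difference between the ages remains open and was not tested. The age effect in cerebrum minus that in cerebellum was -3720 peaks after thinning (exact permutation p = 0.139). It did not pass the threshold before thinning either, so a part played by depth cannot be told apart from chance with 2 P0 cerebellum libraries.

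P0 cerebrum stood out by its intronic summits. The P7 minus P0 difference in the intronic share was -5.65 points after thinning (exact permutation p = 0.0286, the smallest possible) against -6.69 points before, which argues against depth as the whole cause. Unspliced or non-polyadenylated RNA in the preparation might raise intronic peaks, and replication-dependent histone genes, whose RNA has no poly(A) tail, were used to look for it. The difference between the ages in histone genes with a peak was 0, since every cerebrum library had a peak in 3 of 66 histone genes. Cerebellum libraries, with smaller intronic shares, had a peak in more of them, a mean of 4.33 (exact permutation p = 0.002997). Between the tissues the order was thus opposite to that of the intronic shares, but tissue and batch are confounded. So few genes leave unspliced or non-polyadenylated RNA open, as they do a difference in transcription or splicing between the ages, which was not tested.

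Summits in cerebellum carried GGAC more often than those in cerebrum. In the 9215 regions called in all 14 libraries the difference was -6.06 points, cerebrum minus cerebellum, with 51.2% ± 0.673 (SD, n = 8) against 57.2% ± 0.664 (SD, n = 6) (two-sided exact permutation p = 0.000333, the smallest possible), so different regions called in the tissues account for at most part of it. Thinning left it at -8.18 points, which argues against depth as the cause. Widening the window to 50 nt reduced the difference in those regions to -4.54 points, and for any DRACH motif within 25 nt it was -0.653 points (exact permutation p = 0.0117). A difference between batches in how closely summits sit on the modified base may contribute, as may a difference between tissues in which of several DRACH sites dominates a region, and tissue and batch are confounded here.

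Peaks whose local background was the genome-wide mean made up 11.2% to 16.4% of the lists of cerebellum and 27.0% to 40.9% of those of cerebrum, a difference of 20.04 points (exact permutation p = 0.000333, the smallest possible). Among summits in annotated exons the difference was still 15.5 points (25.7% against 10.2%), so the larger number of intronic and intergenic peaks in cerebrum accounts for at most part of it. The batches and their unstated control libraries remain open and may matter, since the local background comes from the control.

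The counts of regions were compared with those from other splits of the libraries. For tissue-differential regions, 1 of 100 splits drawn, the real split itself, gave as many, and the highest count of another split was 0. At least 165 regions must reach the smallest p before that p passes the correction. A split with fewer such regions can thus count 0, so these counts say little about how many regions differ by chance. Without the P7 female F1r cerebellum library the count of 2386 was 1300. For age-exclusive regions 1 of 35 splits gave as many, again the real split, and the highest other count was 77. For sex-exclusive regions 27 of 35 splits gave as many, and among the 18 splits even in age 10 did, with counts from 6 to 31. By the labels, these 14 regions thus did not exceed chance. If the 2 libraries with doubtful labels were exchanged, each labelled sex would hold a library of the other sex. A region called in all libraries of 1 true sex only could then not meet the rule. The count by the labels thus cannot speak against a difference by sex. The count of sex-exclusive regions was 29 to 49 when any 1 of the 8 libraries was left out. For cross-directed regions 1 of 64 exchanges gave as many, the real labels, with up to 19 regions under another exchange and a median of 8, so a good part of the 22 regions could be chance calls. The count was 7 to 14 when any 1 of the 7 pairs was left out, with 5 pairs still required.

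Of the 22 cross-directed regions 2 were in genes of the imprinted list (9.09%), and among the 160 regions that could have met the rule 2 were (1.25%; one-sided Fisher's exact test, p = 0.0182). As many were found in 2 of 64 exchanges of the cross labels. Whether parent-of-origin expression plays a part is left open by these values. They rest on 2 regions, Trappc9 and Peg3. Overlap with imprinted genes as a whole was not measured, since only part of these genes are in the list of 35 genes. Rasgrf1, which is imprinted and cross-directed, is outside it, and a region directed to F1i in 6 pairs inside Gnas (chromosome 2, 174326988 to 174327182), on the strand opposite to that gene and singled out after its values were seen, was counted as outside. The 2 cross-directed regions of A230057D06Rik were also counted as outside. They lie on chromosome 7 between the listed genes Snrpn (ends at 60140219) and Ndn (starts at 62346569). The Gm14286 region ends at 157544389 on chromosome 2, before the listed gene Blcap (starts at 157556362). These positions were noted after the values were seen, and nearness to listed genes was not tested. The calls also moved with the cover that counts as presence. On the X chromosome 4 regions were cross-directed: AW822252 (chromosome X, 53714963 to 53715281), Utp14a (48266391 to 48266556) and Ctps2 (163032410 to 163032658) in F1r, and Tceal5 (136201350 to 136201485) in F1i, all named after their values were seen. As many were found in 1 of 64 exchanges, the real labels. Males of the 2 crosses carry the X of different strains, which could contribute to such regions without a parental effect. Each of the 4 regions differed in 5 pairs, while only 4 pairs are labelled male. By the labels, at least 1 pair labelled female thus differed too. This count cannot decide the matter, because the labels of the 2 P7 cerebrum F1r libraries are in doubt. If those libraries were exchanged, both P7 cerebrum pairs would join a male and a female. Such pairs also differ in the strains of their X, which could then cover all 5 pairs. The wider test of that idea, X-linked discordance, gave 6.17 points more in pairs labelled male (one-sided exact permutation p = 0.0571). This test used the labels in doubt. By the labels the difference was 3.49 points with equal list sizes and 4.01 points without the P0 cerebrum female pair. Paired as if the 2 libraries were exchanged, P7 cerebrum gave 6.89 points for males and 3.31 for females. Male pairs would then have 6.89 to 10.0 points and female pairs -1.88 to 3.31, without overlap. That arrangement goes with the idea but was seen after the fact and not tested. Without both P7 cerebrum pairs the difference was 9.31 points, where 3 against 2 pairs cannot give a p under 0.1.

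Peaks on the plus strand of the mitochondrial genome were called in all 4 F1r and in 0 of the 4 F1i cerebrum libraries (two-sided Fisher's exact test, p = 0.0286), between positions 12887 and 13845, and in 0 cerebellum libraries. F1r animals inherit C57 mitochondria and F1i animals PWK mitochondria, so a strain variant against the reference may change alignment or signal there. Because mother and mitochondrial strain go together in this design, and cerebellum F1r libraries lacked the peaks, this cannot be told apart from another effect of the cross. A difference in depth is argued against, as F1r cerebrum libraries were deeper by only 0.0243 in relative depth (exact permutation p = 0.943).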
